A study of Mus musculus with 14 samples.

How the data were processed

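The measured material was RNA from mouse liver, given as polyadenylated RNA per the labels. Per the labels, libraries carried Bio-Rad SEQuoia index primers and were made circular with a kit from Element Biosciences. The 14 libraries fall into 4 groups by genotype and treatment, and each library has its own gene count file. A further deposited table holds FPKM (fragments scaled by transcript length and library size) for the same 14 libraries.

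The deposited gene counts are whole reads per gene from STAR, per the file headers, which list unmapped reads, multimapping reads and reads on no feature above the genes. The authors gave 3 count columns per library, which ignore strand, hold reads on the gene's strand, or hold reads on the opposite strand. The STAR version, trimming, genome build and annotation are not stated. The files name 24411 genes by symbol, and no other identifier is given. The deposited FPKM values carry the column names of Cufflinks and Cuffnorm tables, per the file headers, and neither the software nor any filter is stated. The FPKM table has 24886 entries under 24352 names, and 277 names with more than 1 entry were left out. Of its names, 24042 had a single entry and a count. No per-sample column was left unused (0 columns).

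The count column was chosen by a rule that asked for at least 80% of stranded reads in one column of every library. Reads on the gene's strand made up from 99.5 to 99.6% of the stranded reads, so this column was used. The total of this column is the depth given for each library. It ranged from 6507018 to 13519421 reads, and from 1704479 to 3551398 without Rn45s, the 45S ribosomal RNA gene. Reads are not independent molecules, because no molecular identifiers were recorded, so counting error understates the uncertainty of a single library. The precision of each comparison was therefore taken from the spread between samples.

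Replicates within each group were compared by a chi-square test of reads per gene given the library totals, over genes with at least 20 reads in the pair. The LKO vehicle libraries 3 and 4 gave 1.12 per degree of freedom, and the other 17 pairs gave from 3.05 to 25.5. Over genes with 20 to 200 reads, libraries 3 and 4 gave 1.02 and the other pairs at least 1.32. Reads of these libraries were summed and counted as 1 sample, which left 13 samples. This departs from the planned design, which named 14 libraries. The choice was made after the 14-library counts of called genes had been seen, and the 14-library fit is kept as an alternative. The labels do not say whether both libraries came from the same mouse.

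Counts were fitted with edgeR version 4.0.16 in R 4.3.3, with TMM normalisation, the filterByExpr filter by group and the quasi-likelihood test. The model had 1 mean per group, 9644 genes were tested, 9 residual degrees of freedom remained, and the common biological coefficient of variation was 0.155. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, with no minimum fold change. The 5 contrasts were tunicamycin against vehicle in WT and in LKO, LKO against WT with vehicle and after tunicamycin, and the interaction, which is the difference between the tunicamycin effects. CPM values (reads of a gene scaled to a common library size) used the TMM library sizes, and log2 CPM a prior count of 2.

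The genes named, the gene lists, the tests and most alternatives were chosen before the data were examined. Named genes are Rbbp5, genes of the sex chromosomes, 12 markers of the response to endoplasmic reticulum (ER) stress, and the called genes with the largest rise and fall. For each contrast, up to 3 called genes per direction were named. They needed a mean log2 CPM of at least 2, and no overlap between the CPM values of the groups compared. For LKO against WT with vehicle, 1 gene that met this rule is not reported here. Of the 14 lists, 13 had at least 3 genes tested. The lists were ER chaperone and ERAD (ER-associated degradation), ATF4 and CHOP, autophagy and lysosome, proteasome, fatty acid oxidation, lipid and sterol synthesis, H3K4 methyltransferase complexes, circadian clock and cell division. Further lists held markers of Kupffer cells and macrophages, endothelium, stellate cells and fibroblasts, bile duct cells, and hepatocytes. Each list was tested in each contrast with camera in limma version 3.58.1, with the correlation between genes estimated and adjustment over 65 tests. For lists other than ER and ATF4, the contrast reported is that with the smallest camera p of the list, a rule set after the values were seen. A few further values of the circadian and cell type lists are given for comparison.

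The similarity of effects was the Pearson correlation across genes of log2 fold changes, with a jackknife error over samples. It was set beside 100 simulations of unchanged groups, since contrasts that share libraries correlate by chance. Each gene was drawn independently in these simulations, so they lack the correlation between genes of real samples. Other splits of the samples into groups of the same sizes were refitted in the same way. For the comparison of genotype labels, an exact permutation test of a score was used.

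Alternatives were RLE (relative log expression), upper quartile and total count scaling, the Wald test of DESeq2 version 1.42.0, no filter, at least 10 counts in every library, the unstranded column, fits of only the groups compared, the replicate number as a block, and leaving out each sample in turn. The FPKM table was tested with limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a mean FPKM of at least 0.5, and with no filter. Stricter calls used an adjusted p under 0.01, or an absolute log2 fold change of at least 1. List tests were repeated with camera at a preset correlation of 0.01 and with fry. Chosen after seeing the data were the fit of 14 separate libraries, a fit without Rn45s, Lars2 and Mir6236, and FPKM without the LKO vehicle 2 column. In that column the correlation with the library's own counts was 0.569, Rn45s was listed at 0 and the values summed to 99386. In the other columns the correlation ran from 0.837 to 0.895 and the sum from 156509 to 169701.

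The fitting steps were tested on simulated data with 200 changed genes, drawn from the means, spread and library sizes of these samples. The edgeR quasi-likelihood test recovered 70.0% of the changed genes, with 10 false calls among 9548 genes tested and 0 calls in an unchanged contrast. Of genes changed by 1 on the log2 scale, 58 of 95 were recovered, and of those changed by 2, 82 of 97. DESeq2 recovered 69.5% and limma 72.5%, each over 9644 genes. A simulated list raised by 0.7 was found in 3 of 3 affected tests, and 0 of 62 unaffected tests passed. Simulated genes were independent, while camera estimated a correlation of 0.43 within the real ER list. The simulation therefore does not show that camera could find a shift of 0.7 in these data. Pairs drawn from the same simulated sample gave 1.02 per degree of freedom, and pairs of different simulated animals 1.78.

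Positions are those of the FPKM table, written from base 1. The table names no build. Of its names with 1 locus, 22928 matched a RefSeq symbol of GRCm38.p6, the patched mm10 assembly, and 22823 of them lay on the same chromosome. Start and end were within 1000 bases of RefSeq for 84.0% of these genes, and positions are therefore given as mm10. Reads on the opposite strand were not used in the comparisons and are described in the closing observations. Raw reads and any protein or chromatin data were not analysed here.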

Results

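Liver RNA was sequenced from male littermate mice aged 5 to 7 months, in 2 genotypes and 2 treatments. WT mice carried floxed Rbbp5 alleles without Alb-Cre, and LKO mice carried them with Alb-Cre, which deletes in hepatocytes. Rbbp5 encodes a subunit shared by the complexes that methylate histone H3 at lysine 4. Mice received tunicamycin, an inhibitor of N-linked glycosylation that stresses the endoplasmic reticulum (ER), at 0.05 mg/kg in 500 µl, or the vehicle, 3% DMSO in PBS. Injections were given between 9 and 10 in the morning, and livers were taken 8 h later. There were 3 WT vehicle, 3 WT tunicamycin, 4 LKO vehicle and 4 LKO tunicamycin libraries.

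Sense-strand reads on genes numbered 7739104, 7924710 and 6507018 in WT vehicle libraries 1 to 3, and 7558604, 7355055 and 6969341 in WT tunicamycin libraries 1 to 3. The LKO vehicle libraries 1 to 4 held 7823165, 13519421, 7341117 and 8984468 reads, and the LKO tunicamycin libraries 1 to 4 held 7444929, 8160634, 9425475 and 8801532. Of these reads, Rn45s took from 72.5 to 75.5%, which left from 1704479 to 3551398 reads per library for the other genes. Lars2, which is among the other genes, took from 3.05 to 3.83% of the reads on genes. LKO vehicle libraries 3 and 4 differed by little more than counting error and were summed as 1 sample, which left groups of 3, 3, 3 and 4 samples. This step was not in the planned design, and it was taken after the 14-library counts of called genes had been seen. All libraries had reads of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, and Xist had at most 3 reads.

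Rbbp5 (chromosome 1, 132477367 to 132505665, mm10) was examined first, because it checks the genotype labels. Its abundance was 5.19 ± 1.17 CPM (reads of the gene scaled to a common library size, SD, n = 3) in WT vehicle, 5.37 ± 0.343 (n = 3) in WT tunicamycin, 2.94 ± 1.13 (n = 3) in LKO vehicle and 2.86 ± 0.598 (n = 4) in LKO tunicamycin. Between 19 and 50 reads lay behind each sample's value. In LKO against WT, the log2 fold change was -0.87 ± 0.26 (SE) with vehicle and -0.90 ± 0.26 after tunicamycin. Neither passed over all genes in edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p of 0.330 and 0.105. The unadjusted p of the same test were 0.00361 and 0.00255, for a gene chosen before the data were examined. Without a filter on low counts the value after tunicamycin passed, with an edgeR adjusted p of 0.0333, and the adjusted p ranged from 0.0333 to 0.255 over its alternatives. After tunicamycin the lowest WT sample, at 5.03 CPM, lay above the highest LKO sample, at 3.46 CPM. With vehicle the groups overlapped: the library labelled LKO vehicle 1 had 4.15 CPM, within the range of WT vehicle, 4.07 to 6.41 CPM. Without that library the vehicle log2 fold change was -1.13. With log2(FPKM + 1) and no filter, a unit in which the added 1 shrinks changes of genes with low values, Rbbp5 was at -0.280 with vehicle and -0.233 after tunicamycin. Directions drawn from LKO vehicle rest partly on a library whose Rbbp5 level did not separate it from WT. The plot of Rbbp5 by group shows each sample.

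**Figure D1:**
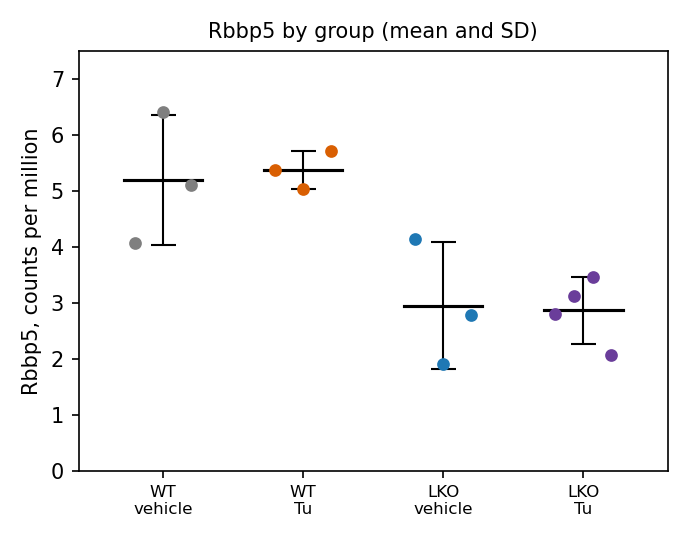
Rbbp5 in CPM per sample (points) in each group, with the mean (line) and SD (bars). The 4 LKO tunicamycin samples lie at or below 3.46, and the library labelled LKO vehicle 1, at 4.15, lies within the range of the WT vehicle samples.

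The comparison of tunicamycin with vehicle in WT asks which liver genes respond to ER stress. In edgeR's quasi-likelihood test, 35 of 9644 genes had a Benjamini-Hochberg adjusted p under 0.05, 28 higher and 7 lower. At an unadjusted p under 0.05 there were 1426 genes, where chance gives 482. CPM values of the groups did not overlap for 34 of the 35 called genes, and for 17.3% of all genes tested, where chance gives 1 in 10. Genes were ranked among called genes with a mean log2 CPM of at least 2 and no overlap between the groups. The largest rises among these were Hpx (chromosome 7, 105591611 to 105600116), Steap4 (chromosome 5, 7960472 to 7982213) and Nucb2 (chromosome 7, 116504369 to 116540588). Their log2 fold changes were 2.02 ± 0.41 (SE), 2.0 ± 0.40 and 1.75 ± 0.34, with edgeR adjusted p of 0.0427, 0.0399 and 0.0399. By the same rule, the largest falls were Dusp1 (chromosome 17, 26505591 to 26508472), Col27a1 (chromosome 4, 63215412 to 63334990) and Adcy6 (chromosome 15, 98589986 to 98607633). Their log2 fold changes were -1.89 ± 0.30, -1.67 ± 0.33 and -1.30 ± 0.26, with edgeR adjusted p of 0.0170, 0.0399 and 0.0417. Of the 13 fits that left out 1 sample, Hpx, Steap4 and Adcy6 lost their call in 9, Col27a1 in 8, Nucb2 in 7 and Dusp1 in 4, with the direction kept in each. For Hpx the lowest WT tunicamycin sample stood little above the highest WT vehicle sample, at 696 against 626 CPM. The same held for Steap4, at 71.9 against 66.5 CPM, while Nucb2 stood at 6.81 against 3.71 CPM. With log2(FPKM + 1) and no filter, Nucb2 was at 0.87, Col27a1 at -0.27 and Adcy6 at -0.37.

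The number of calls in WT rested on single libraries. It was 615 without WT tunicamycin 3, and 0 without WT vehicle 1, WT vehicle 2 or WT tunicamycin 1, with 1159, 1241 and 1000 genes at an unadjusted p under 0.05 in these fits. Without WT vehicle 3 it was 2, Pdia4 and Dnajb11, the latter chosen after its values were seen. Total count scaling, which shifted the median of all genes by -0.18, gave 148 calls, of which 33 were higher. Of the alternatives that kept all samples, no filter on low counts gave the most, 289, and FPKM without a filter the fewest, 0, with 1984 genes at an unadjusted p under 0.05. Samples of neither group compared also moved the count by over 1.5 times: it was 53 without LKO vehicle 2, 68 without the LKO vehicle 3 and 4 sample, and 18, 12, 9 and 8 without LKO tunicamycin 1, 2, 3 and 4.

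All 11 markers of the ER stress response with enough reads rose in WT with tunicamycin by the edgeR fit, and 6 were called over all genes by edgeR. Adjusted over the list alone, 7 were called. The 12th marker, Atf3, had at most 70 reads in a WT tunicamycin library and at most 2 in any other sample, and was not tested. The rise of Herpud1, at 0.23, changed sign to -0.02 with log2(FPKM + 1) and to -0.0760 without WT tunicamycin 3. Hspa5 (chromosome 2, 34772090 to 34776529), which encodes the ER chaperone BiP, went from 220 ± 29.1 CPM (SD, n = 3) to 651 ± 295 CPM (n = 3). Its log2 fold change was 1.57 ± 0.29 (SE), with an edgeR adjusted p of 0.0388. Further called markers were Hsp90b1 at 1.27 (adjusted p 0.0170, chromosome 10, 86690841 to 86705444), Pdia4 at 1.63 (0.00711, chromosome 6, 47796141 to 47813512), Sdf2l1 at 1.69 (0.0170, chromosome 16, 17130138 to 17132383), Xbp1 at 0.76 (0.0465, chromosome 11, 5520641 to 5525993) and Ddit3 at 3.71 (0.0399, chromosome 10, 127290793 to 127296288), all by edgeR. Ddit3, which encodes CHOP, stood at 26.3, 1.30 and 20.4 CPM in WT tunicamycin 1, 2 and 3, against 0.641 to 1.89 CPM in WT vehicle, so WT tunicamycin 2 showed no rise. Without WT vehicle 1, WT vehicle 2 or WT tunicamycin 1, 0 markers were called, and 1 without WT vehicle 3, Pdia4. Without LKO tunicamycin 3 or 4, 3 were called. With the FPKM values, 0 were called, with Hspa5 at 1.30 on log2(FPKM + 1).

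In LKO mice the same comparison gave 3 called genes in edgeR's quasi-likelihood test, against 1172 at an unadjusted p under 0.05 and 482 given by chance. Fabp5 (chromosome 3, 10012585 to 10016610) rose by 1.15 ± 0.19 (log2, SE; adjusted p 0.0346) and Gabbr2 (chromosome 4, 46663898 to 46991714) by 0.84 ± 0.13 (0.0311), while Dusp1 changed by -1.74 ± 0.25 (0.0268). The CPM values did not overlap for these 3 genes, nor for 11.6% of all genes, where chance gives 2 in 35. Calls numbered 67 without WT tunicamycin 3, which is in neither group of this contrast, 9 without LKO vehicle 2 and 7 without LKO tunicamycin 4. There were 0 without WT vehicle 1 or 3, LKO vehicle 1, the LKO vehicle 3 and 4 sample, or LKO tunicamycin 1, 2 or 3, with from 811 to 1110 genes at an unadjusted p under 0.05. The DESeq2 Wald test gave 37 calls and shared 0 with edgeR, since its own filter left the 3 genes without an adjusted p. No marker was called (0 over all genes and 0 adjusted over the list alone), and 9 rose while 2 fell. Without a filter on low counts Sdf2l1, singled out after its values were seen, passed at 0.78. Leaving out 1 sample changed the sign of Dnajb9, Herpud1, Atf4, Ddit3 and Asns, and total count scaling that of Atf4. Hspa5 was at 139 ± 30.003 CPM (SD, n = 3) in LKO vehicle and 190 ± 37.3 CPM (n = 4) after tunicamycin, a log2 fold change of 0.45 ± 0.27 (SE; edgeR adjusted p 0.544). For Hsp90b1, Pdia4 and Xbp1 the log2 fold changes were 0.26, 0.47 and 0.13, with edgeR adjusted p of 0.632, 0.366 and 0.777. Xbp1 changed sign to -0.03 without the LKO vehicle 3 and 4 sample.

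Across the 9644 genes, log2 fold changes with tunicamycin in WT and in LKO had a Pearson r of 0.493 (jackknife SE 0.139) and a Spearman rho of 0.392. Genes are not independent replicates, so no p is given. These contrasts share no library, and 100 simulations with unchanged groups gave r from -0.03 to 0.04. The simulations drew each gene independently, and genes that vary together would widen this range. How far r exceeds chance was therefore not settled by them. Of the 35 genes called in WT, 34 changed in the same direction in LKO, and Dusp1 was called in both. From FPKM without the LKO vehicle 2 column, r was 0.646.

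The comparison of LKO with WT under vehicle asks what the deletion changes without added stress. It gave 4 called genes in edgeR's quasi-likelihood test, all with a Benjamini-Hochberg adjusted p of 0.0360, and 786 at an unadjusted p under 0.05 where chance gives 482. Among them, Col6a3 (chromosome 1, 90766860 to 90843971) and Ly6e (chromosome 15, 74955051 to 74959905) were higher, by 2.01 ± 0.33 and 1.44 ± 0.23 (log2, SE). Serpine2 (chromosome 1, 79794321 to 79858665) was lower, at -1.73 ± 0.28. Col6a3 was at 0.33 and Serpine2 at -0.74 with log2(FPKM + 1) and no filter. The CPM values did not overlap for any of the 4, nor for 15.1% of all genes, where chance gives 1 in 10. The count ranged from 0 to 17 over fits that left out 1 sample: 0 without WT vehicle 1, 2 or 3 or LKO tunicamycin 2, with 594, 696, 708 and 764 genes at an unadjusted p under 0.05, and 17 without WT tunicamycin 3. It was 13 without WT tunicamycin 2, 8 without the LKO vehicle 3 and 4 sample, 7 without LKO tunicamycin 3 and 2, Col6a3 and Serpine2, without LKO vehicle 2. Without the library labelled LKO vehicle 1, 1 gene was called, Ifi27l2b, chosen after its values were seen. Without a filter on low counts there were 84 calls. No marker was called (0 over all genes, 0 adjusted over the list alone), with 3 higher and 8 lower. Leaving out 1 sample changed the sign of Sdf2l1, Pdia4, Xbp1, Atf4, Trib3 or Asns, and the FPKM fit without the LKO vehicle 2 column that of Pdia4. Hspa5 was at -0.66 ± 0.29 (log2, SE; edgeR adjusted p 0.557).

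The comparison of LKO with WT after tunicamycin asks whether LKO livers reach other transcript levels under ER stress. It gave 83 called genes in edgeR's quasi-likelihood test, 30 higher and 53 lower, with 1523 at an unadjusted p under 0.05 and 482 given by chance. CPM values did not overlap for 77 of the 83, and for 12.9% of all genes, where chance gives 2 in 35. Higher in LKO were Cxcl14 (chromosome 13, 56288643 to 56296551), Itga8 (chromosome 2, 12106660 to 12301920) and Emp2 (chromosome 16, 10281749 to 10313968). Their log2 fold changes were 2.46 ± 0.54 (SE), 1.72 ± 0.31 and 1.66 ± 0.37, with edgeR adjusted p of 0.0453, 0.0188 and 0.0459. Lower in LKO were Creld2 (chromosome 15, 88819646 to 88826681), Serpine2 and Cyp2c37 (chromosome 19, 39992424 to 40012243). Their log2 fold changes were -3.0 ± 0.44, -1.93 ± 0.29 and -1.89 ± 0.30, with edgeR adjusted p of 0.0102, 0.0102 and 0.0122. Of the 13 fits that left out 1 sample, Cxcl14 and Emp2 lost their call in 9, Itga8 in 3, and Creld2, Serpine2 and Cyp2c37 in 1 each, that without WT tunicamycin 1. With log2(FPKM + 1) and no filter, Itga8 was at 0.33, Emp2 at 0.65 and Serpine2 at -0.59. Creld2 stood at 40.7 ± 24.2 CPM (SD, n = 3) in WT and 5.11 ± 2.05 CPM (n = 4) in LKO. Serpine2 and Col6a3 were called in both genotype comparisons in the same direction; Col6a3, at 1.39 after tunicamycin, was singled out after its values were seen.

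Calls after tunicamycin also moved with single libraries and with scaling. There were 0 without WT tunicamycin 1, with 1312 genes at an unadjusted p under 0.05, and 183 without WT tunicamycin 2. There were 12 and 14 without LKO tunicamycin 3 and 4, 35 without LKO tunicamycin 2, 37, 49 and 39 without WT vehicle 1, 2 and 3, and 131 without the LKO vehicle 3 and 4 sample. Total count scaling shifted the median of all genes by 0.14 and gave 164 calls, 142 of them higher, so the share of higher calls went from 36.1% to 86.6%. Directions of single genes are read here relative to the median of all genes.

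All 11 markers were lower in LKO than in WT after tunicamycin by the edgeR fit, 6 were called over all genes by edgeR, and 9 when adjusted over the list alone. Hspa5 had a log2 fold change of -1.78 ± 0.27 (SE; edgeR adjusted p 0.0102), Hsp90b1 -1.12 ± 0.19 (0.0149) and Pdia4 -1.04 ± 0.20 (0.0240). Ddit3 was at -4.02 ± 0.66 (0.0149), Trib3 (chromosome 2, 152337425 to 152344060) at -2.91 ± 0.59 (0.0332) and Dnajb9 (chromosome 12, 44205897 to 44210068) at -1.31 ± 0.28 (0.0405), all by edgeR. Xbp1, at -0.54 ± 0.14, was not called (edgeR adjusted p 0.0876). Trib3 was at -0.90 with log2(FPKM + 1) and no filter. Asns, at -0.22, changed sign to 0.0356 without WT tunicamycin 1, 0.0989 without LKO tunicamycin 1 and 0.00461 without LKO tunicamycin 4, and was at -1.21 without LKO tunicamycin 3. Without WT tunicamycin 1, 0 markers were called, and the log2 fold change of Hspa5 was -1.54. Without WT tunicamycin 3 or LKO tunicamycin 2, 3 were called, and without LKO tunicamycin 3 or 4, 2. With the FPKM values, 0 were called, with Hspa5 at -1.48 on log2(FPKM + 1). Without the LKO vehicle 3 and 4 sample Xbp1 passed (edgeR adjusted p 0.0429, from 0.0429 to 0.288 over the fits that left out 1 sample). Over all 28 alternatives Xbp1 passed in 3, of which only this one was a fit that left out 1 sample. The plot of ER stress genes shows the values of each sample.

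**Figure D2:**
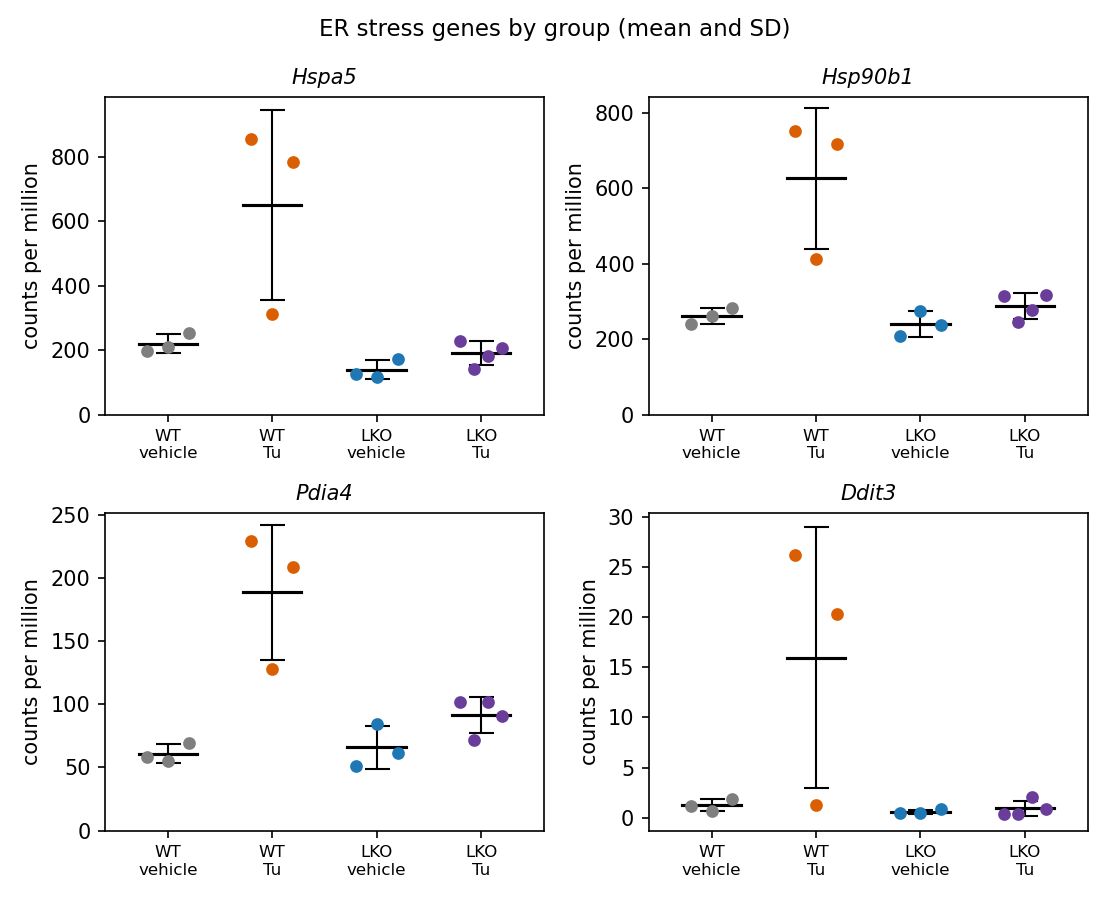
Hspa5, Hsp90b1, Pdia4 and Ddit3 in CPM per sample (points) in each group, with the mean (line) and SD (bars), on axes with their own scales. WT tunicamycin samples 1 and 3 lie above all others for each gene, with Hspa5 at 854 and 786, and WT tunicamycin 2 lies lower, with Hspa5 at 313.

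The interaction asks whether tunicamycin changed genes differently in LKO and in WT. No gene was called (0 of 9644 in edgeR's quasi-likelihood test, smallest Benjamini-Hochberg adjusted p 0.935), and 474 genes had an unadjusted p under 0.05, where chance gives 482. Leaving out WT tunicamycin 3 gave 2 calls, Scd1 and Car3, chosen after their values were seen. Among the 11 markers, 10 had a negative interaction and 1, Asns, a positive one, which turned negative with DESeq2, with FPKM and no filter, and in 5 of the 13 fits that left out 1 sample. Adjusted over the list alone, 4 passed: Hsp90b1 at -1.01 ± 0.27 (log2, SE; adjusted p over the list 0.0108), Pdia4 at -1.16 ± 0.30 (0.0108), Hspa5 at -1.12 ± 0.39 (0.0296) and Xbp1 at -0.63 ± 0.21 (0.0296), all by edgeR. None of these 4 passed over all genes, and none did under any alternative tried. Total count scaling shifted the median interaction of all genes by 0.13.

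The study's subject, named in its title, is protein homeostasis, and 13 gene lists were tested in each contrast. With the correlation between genes estimated by camera, 0 of 65 tests had an adjusted p under 0.05, and the smallest was 0.247. The setting that moved this most was a preset correlation of 0.01, under which 29 passed, and fry passed 8. The ER chaperone and ERAD list had a median log2 fold change of 0.72 with tunicamycin in WT (30 of 30 genes higher, camera adjusted p 0.247), 0.24 in LKO (27 of 30 higher, 0.495), -0.57 in LKO against WT after tunicamycin (30 of 30 lower, 0.247) and -0.51 for the interaction (29 of 30 lower, 0.377). The ER list passed with both fry (adjusted p 0.0213) and the preset correlation for tunicamycin in WT and for LKO against WT after tunicamycin, and with the preset correlation alone for the others. In LKO against WT with vehicle its median was -0.09 (24 of 30 lower, camera adjusted p 0.597). There it passed with the preset correlation alone (adjusted p 0.0018). Under total count scaling the ER list stood at -0.43 in LKO against WT after tunicamycin, which is -0.57 relative to all genes. With log2(FPKM + 1) it stood at -0.36 there, and without the LKO vehicle 2 column at -0.26 for the interaction.

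The ATF4 and CHOP list had medians of 0.49 with tunicamycin in WT (15 of 17 genes higher, camera adjusted p 0.247), 0.32 in LKO (12 of 17 higher, 0.594), -0.40 in LKO against WT after tunicamycin (15 of 17 lower, 0.247) and -0.14 for the interaction (14 of 17 lower, 0.440). Without LKO vehicle 2 the LKO value was 0.01 and the interaction -0.42. Over all fits that left out 1 sample, the LKO value ran from 0.01 to 0.35 and the interaction from -0.42 to -0.13. Without WT tunicamycin 2, this list passed in camera in WT, in LKO against WT after tunicamycin (both adjusted p 0.0203) and for the interaction (-0.38, adjusted p 0.0212). Over all alternatives, adjusted p ranged from 5.8e-04 to 0.565 for the first pair and from 0.0182 to 0.652 for the interaction. Filters and units also moved this list: it was at 0.0976 in WT and -0.0644 in LKO against WT after tunicamycin with log2(FPKM + 1) and no filter, and at -0.00119 for the interaction with total count scaling, where the median of all genes was 0.13. The circadian clock list was at -0.45 in WT (13 of 15 genes lower, 0.247) and -0.29 in LKO (13 of 15 lower, 0.247) with tunicamycin. Both passed with fry (adjusted p 0.0213 and 0.0424) and with the preset correlation. With log2(FPKM + 1) and no filter the circadian medians were -0.244 and -0.131. The plot of list scores shows the ER, ATF4, circadian and stellate lists per sample.

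**Figure D3:**
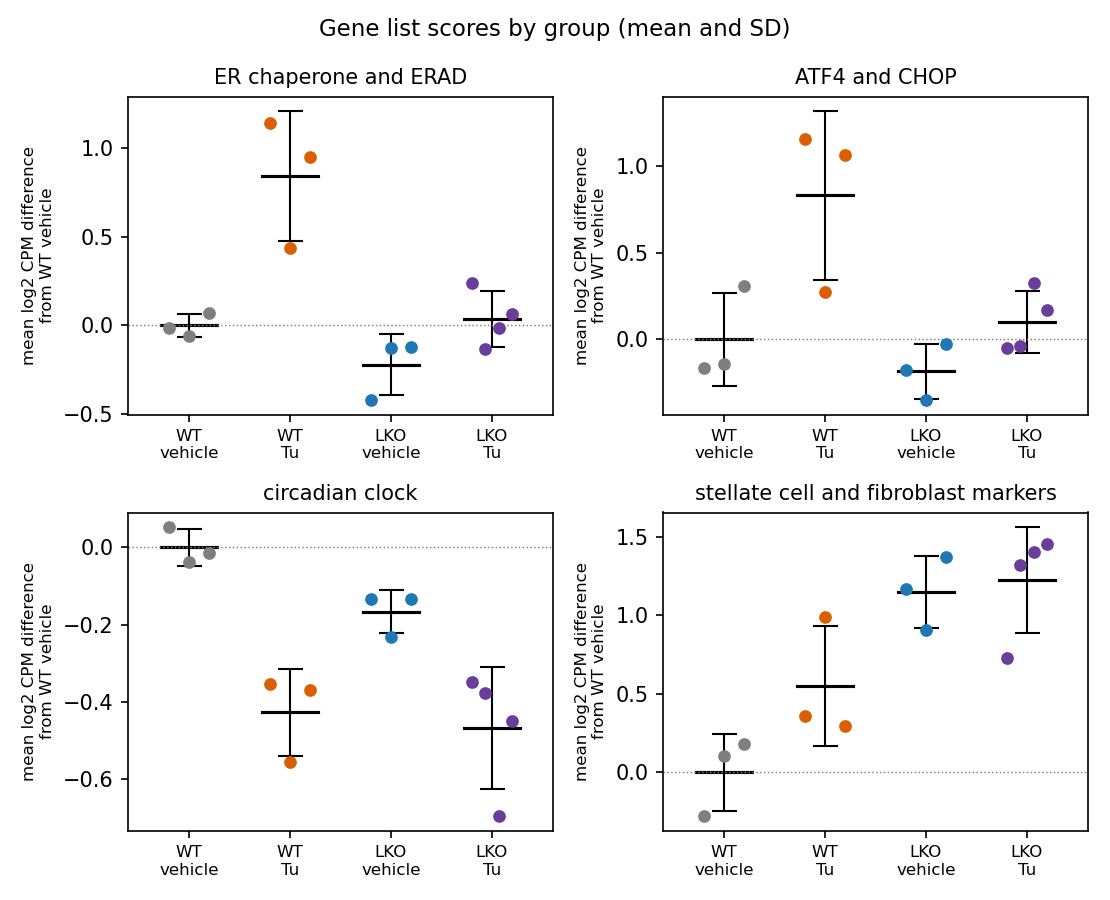
Mean log2 CPM of the tested genes of 4 lists per sample (points), as the difference from the mean of WT vehicle, with group mean (line) and SD (bars). ER list scores average 0.84 in WT tunicamycin and 0.04 in LKO tunicamycin, and circadian scores are below 0 in every LKO and tunicamycin sample.

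The other lists are given in the contrast with their smallest camera p, none of which passed after adjustment. With tunicamycin in LKO, fatty acid oxidation was at -0.27 (20 of 21 genes lower, camera adjusted p 0.440) and Kupffer cell and macrophage markers at 0.45 (13 of 13 higher, 0.440). Without the LKO vehicle 3 and 4 sample, fatty acid oxidation was at -0.16. In LKO against WT with vehicle, stellate cell and fibroblast markers were at 1.43 (10 of 10 higher, 0.247), cell division at 1.08 (5 of 5 higher, 0.495), endothelial markers at -0.07 (8 of 11 lower, 0.660) and H3K4 methyltransferase complexes at -0.03 (11 of 18 lower, 0.594). The stellate list passed with fry (adjusted p 0.0284) and the preset correlation. Its median was 0.375 with at least 10 counts in every library and 0.235 with log2(FPKM + 1) and no filter. Cell division was at 0.68 without the LKO vehicle 3 and 4 sample and at 0.0380 with log2(FPKM + 1) and no filter. H3K4 complexes ranged from -0.08 without LKO vehicle 2 to -0.01 without the LKO vehicle 3 and 4 sample, and were at 0.01 with FPKM values and no filter. Endothelial markers rose to 0.05 without LKO vehicle 2 and fell to -0.32 without the LKO vehicle 3 and 4 sample. In LKO against WT after tunicamycin, lipid and sterol synthesis was at 0.56 (24 of 24 higher, 0.377), proteasome at -0.22 (28 of 31 lower, 0.247), hepatocyte markers at -0.13 (14 of 18 lower, 0.513) and autophagy and lysosome at -0.12 (22 of 29 lower, 0.377). The proteasome list passed with fry (adjusted p 0.0284) and the preset correlation, but its median was -0.0421 with log2(FPKM + 1). Hepatocyte markers and autophagy and lysosome became positive under total count scaling, each at 0.03 against a median of all genes of 0.14, and with FPKM values, at 0.05 and 0.03 on log2(FPKM + 1). Without WT tunicamycin 1, lipid and sterol synthesis was at 0.37 and hepatocyte markers at -0.28. Hepatocyte markers were at -0.21 without WT tunicamycin 3 and at -0.08 without LKO tunicamycin 4. Without WT tunicamycin 2, hepatocyte markers were at -0.01 and autophagy and lysosome at -0.06. Of the bile duct markers, 2 of 9 were tested, too few for a list test.

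The tunicamycin effect in WT and the genotype effect with vehicle had a Pearson r across genes of 0.532 (jackknife SE 0.189). Both contrasts use the WT vehicle libraries, and 100 simulations with unchanged groups gave a mean r of 0.521, of which 12 reached the observed value. The observed value did not exceed what shared controls give, in simulations that drew each gene independently. On principal components of log2 CPM, the first took 29.5% and the second 14.2% of the variance. On the first, the WT vehicle samples lay from -27.8 to -22.0 and the LKO tunicamycin samples from 14.1 to 22.5, while WT tunicamycin 1, 2 and 3 lay at 12.1, 18.1 and -25.2.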

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

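The tests of strand, of the abundant genes and of the Rbbp5 gap were chosen only after the results were seen, and the criteria of the exposure test and the genotype score test were made stricter after their values were seen.

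In the group of 4 LKO tunicamycin samples, 3 of 48 measures had 1 sample far from the others, by a ratio of the gap to the nearest sample over the group's range that exceeded Dixon's 95% critical value. Herpud1 in LKO tunicamycin 2, at 53.9 CPM against 65.3 to 67.6 CPM in the others, had a ratio of 0.837. Nucb2 in LKO tunicamycin 1, at 7.33 CPM against 4.29 to 4.38 CPM, had 0.971, and Gabbr2 in the same sample, at 15.3 CPM against 13.5 to 13.7 CPM, had 0.918. Chance gives 2.4 such measures among 48, and up to 6 lie within 95% of chance, so 3 is what chance gives. No sample was left out on these grounds, and no biological explanation was tested.

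The effect of tunicamycin differed between LKO and WT for 4 markers of ER stress when p was adjusted over the list alone. The interaction was -1.12 for Hspa5, -1.01 for Hsp90b1, -1.16 for Pdia4 and -0.63 for Xbp1 (log2). No gene of the 9644 tested passed over all genes in edgeR's quasi-likelihood test (474 at an unadjusted p under 0.05), so the difference rests on the choice of the marker list. These 4 genes are also in the ER chaperone and ERAD list, so the marker test and the list test share genes. Without WT tunicamycin 2 and 1 it ran from -1.44 to -0.87 for Hspa5 and from -1.23 to -0.86 for Hsp90b1. For Pdia4 it ran from -1.37 without WT tunicamycin 2 to -0.94 without LKO vehicle 2, and for Xbp1 from -0.79 without the LKO vehicle 3 and 4 sample to -0.48 without WT tunicamycin 1. The direction was negative for all 4 genes in each of the 13 fits that left out 1 sample. The labels give no batch, so no value within batches was computed. Unmapped reads made up 34.9, 33.3 and 31.8% in WT vehicle 1, WT vehicle 3 and WT tunicamycin 3. In the other libraries, which include every LKO library, they made up from 25.4 to 27.4%. This difference is partly tied to genotype, and its cause was not tested.

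The related pattern, that the ER list lay lower in LKO than in WT after tunicamycin, was tested against technical explanations. Thinning every sample to 6507018 reads left the list median at -0.57, with 61 genes called, which argues against depth. By total count, the list median was -0.43 and that of all genes 0.14. Rn45s, Lars2 and Mir6236 took from 75.9 to 79.7% of the reads. After these 3 genes were left out, total count gave an all-gene median of 0.0307 and a list median of -0.54, and the mean list score of LKO minus that of WT was -0.764 against an SD within groups of 0.322. This argues against a few abundant genes as the cause. Wrong genotype labels among the tunicamycin libraries would mix Rbbp5 levels, but the lowest WT sample exceeded the highest LKO sample by 1.56 CPM, against an SD within groups of 0.467 CPM. That gap argues against wrong labels in these 7 samples, within the limits of 19 to 39 reads per sample.

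A second test of the labels used a score of 267 genes with an unadjusted p under 0.01 between genotypes with vehicle. Among the tunicamycin samples the score was from 0.43 to 0.72 in LKO and 0.05, 0.35 and -0.40 in WT. The groups differed by an exact permutation test (p 0.0286, two-sided, the smallest that 35 splits can give). The gap between them, 0.0834, was smaller than the SD within WT, 0.380. By this score alone, mislabelled genotypes cannot be told apart from correct ones, because the WT samples spread too widely. WT tunicamycin 2 lay nearest to LKO, and its ER list score, 0.44, was the lowest of the WT tunicamycin samples, the others being at 1.14 and 0.95.

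A weaker exposure of the LKO mice to tunicamycin may also explain the lower ER list. It would shrink the whole response alike. The slope through 0 of the LKO change on the WT change, the share of the WT change that LKO kept, was 0.234 for 25 ER list genes and 0.414 for 1392 other genes with an unadjusted p under 0.05 in WT, a difference of 0.180. Of 10000 random sets of 25 of these genes, a fraction of 0.0444 kept as little as the ER list. A weaker exposure and a weaker response of LKO livers cannot be told apart here, because that fraction is not small, genes of a list vary together more than random sets do, and neither the dose reached in the liver nor a marker of it was measured. The deletion of Rbbp5 itself, which the design names, stays among the open explanations, as does any other difference between the genotype groups.

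Reads on the opposite strand, which the comparisons did not use, changed with tunicamycin in WT for 15 of 519 genes tested by edgeR's quasi-likelihood test, and 65 had an unadjusted p under 0.05. After tunicamycin, 1 gene differed between LKO and WT, Mrpl49, chosen after its values were seen, at -1.95 (log2, edgeR adjusted p 0.00215), with a sense change of -0.09. No gene passed for tunicamycin in LKO, LKO against WT with vehicle or the interaction (0 each, with 57, 24 and 19 at an unadjusted p under 0.05). Of the 15 genes, 5 overlap a tested gene on the opposite strand. In all 5 that gene changed the same way by at least 0.5 of the antisense change, as Syvn1 at 1.40 did opposite Mrpl49 at 1.57. This is consistent with reads of the overlapping gene. Of the 10 genes with no tested gene on the opposite strand, the sense reads of 7 changed the same way, C3, Fgg, Fga, Pzp, Saa1, Saa2 and Hpx. This is consistent with reads of the gene itself assigned to the wrong strand. For Baat, Ric8 and Hdc neither source was shown. These genes were chosen after their values were seen, and no biological explanation was tested.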

How the results depend on the processing

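Main results were Rbbp5 between genotypes, the ER and ATF4 lists except in LKO against WT with vehicle, counts, and similarities of effects. The counts were those of called genes and of list tests that passed. No direction reversed for Rbbp5 or these lists. Counts and similarities were checked for a change in size only, and the share of higher calls shifted as given below. With tunicamycin in WT (35 genes called), total count scaling gave 148, DESeq2 151, no filter on low counts 289, the unstranded column 53, a fit of only the 2 groups 7, and an adjusted p under 0.01 gave 2, Dnajb11 and Pdia4. FPKM gave 2 (Dusp1, Hint3) with log2(FPKM + 1), 8 with log2(FPKM + 0.1), 0 without a filter (1984 at an unadjusted p under 0.05) and 3 (Dusp1, Gpd1l, Hint3) without the LKO vehicle 2 column. As 14 separate libraries there were 56, which include all 35. The share of higher calls in WT went from 80% to 22.3% with total count. It was 0% with log2(FPKM + 1) and 25% with log2(FPKM + 0.1), but 67.5% with DESeq2 and 62.3% with no filter on low counts. With tunicamycin in LKO (3 called), DESeq2 gave 37, no filter 153, 14 libraries 5 (Avpr1a and Ppp1r3b in addition), an adjusted p under 0.01 gave 0 (1172 at an unadjusted p under 0.05), and FPKM 0, 0 and, without a filter, 1, Pou5f2 (766 and 731 unadjusted in the first pair). Without the LKO vehicle 2 column FPKM gave 2, Dusp1 and Snora64. DESeq2 shared 0 of the 3, as its independent filter gave them no adjusted p. In LKO the share of higher calls went from 66.7% to 16.2% with DESeq2 and 35.9% with no filter, and stayed at 66.7% with total count.

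For LKO against WT with vehicle (4 called), total count gave 8, DESeq2 17, no filter 84, only the 2 groups 25, 14 libraries 12, an adjusted p under 0.01 gave 0 (786 unadjusted), FPKM 0, 0 and 0 (454, 456 and 1111 unadjusted) and 1, Snora64, without the LKO vehicle 2 column. After tunicamycin (83 called), total count gave 164, DESeq2 137, no filter 261, only the 2 groups 27, FPKM 37, 45 and, without a filter, 7, then 27 without the LKO vehicle 2 column, an adjusted p under 0.01 gave 0 (1523 unadjusted), and 43 had an absolute log2 fold change of at least 1. The share of higher calls went from 36.1% to 86.6% with total count and to 91.9, 88.9 and 100% with FPKM. Total count moved the median of all genes, which shows the cause for that scaling. A fit of only the 2 groups has fewer samples for the dispersion, but its count rose with vehicle (4 to 25) and fell after tunicamycin (83 to 27). The cause was not tested for these fits or for the rest. Genes named here in counts of 5 or fewer were chosen after their values were seen.

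The replicate number as a block gave 5 genes for tunicamycin in LKO (Dusp1, Fabp5, Avpr1a, Cyp2a5, Lipg), 0 for the genotype with vehicle (842 unadjusted) and 32 after tunicamycin, of which 29 were among the 83. The numbers do not pair the samples: residuals of same-number pairs had a mean r of 0.0237 over 18 pairs, and of other pairs -0.00948 over 45. The interaction gave 0 calls under every alternative that kept all samples, with from 308 to 792 genes unadjusted.

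Without a filter Rbbp5 after tunicamycin passed at -0.91 (adjusted p 0.0333). A preset correlation passed 29 list tests and fry 8. With both, the ER list passed at 0.72 in WT and -0.57 in LKO against WT after tunicamycin, and the ATF4 list at 0.49 and -0.40. So did the circadian list in WT and in LKO, the stellate list with vehicle and the proteasome list after tunicamycin. With the preset correlation alone, the ER list passed at 0.24 in LKO, -0.51 for the interaction and -0.09 in LKO against WT with vehicle. The ATF4 list passed in this way at -0.14 for the interaction. The preset value assumes a weaker correlation between genes, which shows the cause. The similarity of tunicamycin effects rose to 0.646 without the LKO vehicle 2 column of FPKM.

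Of the results given with their values, these reversed under alternatives other than the fits that left out 1 sample. Herpud1 in WT was at -0.0240 with log2(FPKM + 0.1) and at -0.0168 in the other FPKM settings. H3K4 complexes with vehicle were at 0.0141 with FPKM and no filter, and Kupffer markers with vehicle at 0.00776 there and at 0.0361 with 14 libraries. In LKO against WT after tunicamycin, autophagy and lysosome was at 0.0321 with total count, 0.0338 with log2(FPKM + 1), with or without the LKO vehicle 2 column, 0.0569 with log2(FPKM + 0.1) and 0.0318 with FPKM and no filter. Hepatocyte markers were at 0.0340 with total count, 0.0521 with log2(FPKM + 0.1) and 0.0516 in the other FPKM settings.

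Across the 13 fits that left out 1 sample, called genes ran from 0 to 615 for tunicamycin in WT, 0 to 67 in LKO, 0 to 17 for genotype with vehicle, 0 to 183 after tunicamycin and 0 to 2 for the interaction, where Scd1 (4.27) and Car3 (2.01) passed without WT tunicamycin 3. List tests that passed ran from 0 to 3, all of the ATF4 list without WT tunicamycin 2. The ATF4 list ran from 0.43 to 0.67 in WT, 0.01 to 0.35 in LKO, -0.55 to -0.31 in LKO against WT after tunicamycin and -0.42 to -0.13 for the interaction. Alternatives that kept all samples moved it further, to 0.0976 in WT and -0.0644 after tunicamycin (FPKM, no filter) and -0.00119 for the interaction (total count). The ER list ran from 0.59 to 0.80, 0.18 to 0.33, -0.70 to -0.46 and -0.61 to -0.36. Total count brought the ER list to 0.53 in WT. With log2(FPKM + 1) the ER list was at 0.16 in LKO and -0.36 in LKO against WT after tunicamycin. Without the LKO vehicle 2 column, which drops a library, it was at -0.26 for the interaction. Rbbp5 ran from -1.13 to -0.63 with vehicle and -1.02 to -0.76 after tunicamycin, and was at -0.280 and -0.233 with FPKM and no filter. In that setting cell division with vehicle was at 0.0380, and the proteasome list after tunicamycin at -0.0421. Across the 13 fits, the similarity of tunicamycin effects ran from 0.394 to 0.538. The sign changed for Xbp1 in LKO, from -0.0288 without the LKO vehicle 3 and 4 sample to 0.255, Herpud1 in WT, at -0.0760 without WT tunicamycin 3, Asns in LKO against WT after tunicamycin, at 0.0356, 0.0989 and 0.00461 without WT tunicamycin 1, LKO tunicamycin 1 and LKO tunicamycin 4 and at -1.21 without LKO tunicamycin 3, Kupffer markers with vehicle, from -0.19 to 0.19, and endothelial markers with vehicle, from -0.321 to 0.0547 without LKO vehicle 2. Fewer samples were left in each of these fits. Creld2, Serpine2 and Cyp2c37 after tunicamycin each lost their call in 1 of the 13 fits, and Hpx, Steap4, Adcy6, Cxcl14, Emp2, and Dnajb9 after tunicamycin each in 9.

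Among values of single genes and further lists, alternatives that kept all samples left 728 the same, and made 136 weaker, 14 stronger, 12 moved and 17 reversed. Fits that left out 1 sample left 593 the same, and made 178 weaker, 1 stronger, 11 moved and 10 reversed. These counts cover values given in the text, a restriction made after a first run. The ER list with vehicle was counted among the remaining results. Of the remaining 31 gene and 44 list results, 4 and 57 values reversed under alternatives, 20 and 48 under fits that left out 1 sample. The largest of these genes' main values were 0.155 (Asns, interaction) and 0.908 (Asns in LKO). With RLE, upper quartile, at least 10 counts in every library, and the fit without Rn45s, Lars2 and Mir6236, every main result was labelled the same.

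No value was had for Ddit3, Trib3, Asns, Itga8 and Cxcl14 with at least 10 counts in every library, for Rbbp5, Trib3, Asns, Col27a1, Adcy6, Col6a3 and Itga8 with FPKM and its filter, or for Ddit3, Trib3 and Asns in some fits of only the 2 groups. The interaction could not be fitted with 2 groups. Depth limits genes such as Rbbp5, with 19 to 50 reads per sample, and Atf3, with too few reads to test.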

Other observations

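The tests of the replicate pair, the hepatocyte share and the treatment labels were chosen only after the results were seen.

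Other splits of the same samples were fitted in the same way. For tunicamycin in WT, 1 of the 10 splits of the 6 samples gave as many genes with adjusted p under 0.05, the real split itself, and the same held for LKO against WT with vehicle, 1 of 10. In these designs the share cannot go below 1 in 10, so the real grouping and a grouping by chance cannot be told apart from the counts of called genes. For tunicamycin in LKO, 2 of the 35 splits of the 7 samples gave at least the 3 genes called, and the highest count in a split was 5, so the count of called genes is within what chance gives. The count at an unadjusted p under 0.05 goes the other way: no other split reached the 1172 of the real one, the next highest being 923 and the median 427. For LKO against WT after tunicamycin, 1 of the 35 splits, the real one, gave as many as 83 genes, which argues against chance. For the interaction, 37 of 100 assignments gave at least 474 genes with an unadjusted p under 0.05. The median was 391.5, and up to 66 genes were called in an assignment, so the interaction over all genes was within chance.

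LKO vehicle libraries 3 and 4 were far closer to each other than any other pair of replicates. Chi-square per degree of freedom was 1.12 over 9144 genes with at least 20 reads (p 1.16e-15). Over 6272 genes with 20 to 200 reads it was 1.02 (p 0.159), where the other 17 pairs gave at least 1.32 and simulated counting error alone gave 1.02. The excess lay in abundant genes: it was 1.21 for 944 genes with 500 to 2000 reads and 12.1 for 38 genes with at least 10000. A pair of libraries made from one liver may be the source, or the same library read again. These cannot be told apart, because small differences between preparations or between runs would both show in abundant genes, and no pair of known origin was at hand. The labels do not state the origin, and no biological explanation was tested. Counted as separate samples, these libraries raised the number of genes called from 35 to 56, 3 to 5, 4 to 12 and 83 to 115 for tunicamycin in WT, tunicamycin in LKO, and the genotype with vehicle and after tunicamycin.

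Stellate cell and fibroblast markers were higher in LKO than in WT with vehicle by a median of 1.43 (10 of 10 genes tested, of 13 in the list), which passed with fry (adjusted p 0.0284) and not in camera with an estimated correlation. The Kupffer and endothelial lists were at -0.03 and -0.07. A lower share of hepatocytes would raise all 3 lists alike, but the stellate median exceeded the larger of the others by 1.46. The size of this gap depends on the filter and unit: the stellate median was 0.375 with at least 10 counts in every library and 0.235 with log2(FPKM + 1) and no filter. The mean score of the stellate list rose above that of the Kupffer list by 1.04 (SD within groups 0.371) in the edgeR fit, 0.813 (SD 0.458) with at least 10 counts in every library and 0.284 (SD 0.173) with log2(FPKM + 1) and no filter. Against the endothelial list it rose by 1.28 (SD 0.206), 0.911 (SD 0.286) and 0.374 (SD 0.104). Each rise exceeds the SD, which argues against a lower share of hepatocytes as the whole cause, although single samples of the groups overlapped for the Kupffer comparison outside the edgeR fit. The Kupffer median ran from -0.19 without the LKO vehicle 3 and 4 sample to 0.19 without LKO vehicle 1, and the endothelial median from -0.32 to 0.05. The list's most abundant genes moved least. Dcn stood at 31.1, 49.8 and 49.9 CPM in WT vehicle and 47.5, 46.9 and 65.9 CPM in LKO vehicle, and Reln at 20.96, 34.7 and 28.3 CPM against 44.9, 29.9 and 37.7 CPM. Col3a1 stood at 5.39, 5.89 and 5.98 CPM against 21.8, 16.4 and 20.4 CPM. A change within the stellate cells and fibroblasts of LKO livers may explain the pattern; it was not tested. After tunicamycin, Col3a1 was at 5.78, 20.1 and 6.17 CPM in WT 1, 2 and 3, so WT tunicamycin 2 resembled LKO in this gene.

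Genes of the acute phase, Saa1, Saa2, Lcn2, Orm2, Fga and C3, were chosen after their values were seen. Of these, Fga is also in the hepatocyte list. Saa1 stood at 20.6, 21.1 and 67.5 CPM in WT vehicle, 1407, 1428 and 75.6 CPM in WT tunicamycin, and 66.5, 1185 and 209 CPM in LKO vehicle. In LKO tunicamycin it ran from 927 to 1979 CPM. So WT tunicamycin 3 was low like vehicle, and LKO vehicle 2 was high like tunicamycin. Wrong treatment labels of these libraries could give this. The circadian clock list, which fell with tunicamycin in both genotypes, was at -0.37 in WT tunicamycin 3, within the range of the other WT tunicamycin samples and below every vehicle sample. Hspa5 was at 786 CPM there, and the ER list score, 0.95, lay above every WT vehicle sample (at most 0.07), which argues against a wrong label of WT tunicamycin 3. For LKO vehicle 2 the values point both ways. Each LKO sample was placed between vehicle (0) and tunicamycin (1) on genes chosen without it (unadjusted p under 0.01 for tunicamycin in LKO, these 6 genes left out). LKO vehicle 2 lay at 0.63, among the LKO tunicamycin samples, 0.54 to 0.76, with the other LKO vehicle samples at 0.37 and 0.32. Only these 6 genes were left out, so genes that rise with them may remain, and the position may measure the same rise again. A wrong label of LKO vehicle 2 could give this position, and it stays open. Its circadian score, -0.23, lay between -0.13 in the other LKO vehicle samples and -0.35 in the highest LKO tunicamycin sample. Against a wrong label, Hspa5 was at 117 CPM, below the LKO tunicamycin samples (142 to 229), Dusp1 at 6.13 against at most 3.04 CPM, Gabbr2 at 8.40 against at least 13.5 and Fabp5 at 4.45 against at least 8.25. The last 3 genes were called with this label in use. Other ER markers of LKO vehicle 2 were mixed. Pdia4, at 84.8 CPM, and Hsp90b1, at 275, lay within the LKO tunicamycin ranges, 71.8 to 102 and 245 to 317. Sdf2l1, at 6.86 CPM, lay below its range, 7.29 to 10.7. Single genes do not settle the label. No biological explanation was tested. These samples bear on the counts: without WT tunicamycin 3, 615 genes were called for tunicamycin in WT, and without LKO vehicle 2, 9 for tunicamycin in LKO.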
